A study of Mus musculus with 67 samples. Its data were reported in "Gene expression atlas of the mouse central nervous system: impact and interactions of age, energy intake and gender" (2007).

How the data were processed

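Hippocampal RNA of 67 mice was measured on nylon cDNA filters with radiolabelled cDNA as the probe, and the values used here cover 1 filter per mouse. A nylon cDNA filter carries spotted clones, and the label bound at each spot reads out the abundance of the matching transcript. In the sample titles the filter carries the letter A. The values analysed here come from filter A, so counts of genes refer to that filter. The mice were C57BL/6 males and females kept on ad libitum (AL) feeding or on caloric restriction (CR), in which food was reduced from early adulthood onward.

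The deposited values were scores: according to the methods, the authors processed the array signals by a Z score transformation, whose formula is not given in the sources used here. In the deposited table the column means lay within 7.5e-05 of 0, the column SDs were 1, and values were given to 2 decimals. A Z score of 1 therefore lies 1 SD of the array above the mean of its probes, and differences between mice are given in Z units and not as fold changes. The log base and the background correction behind the scores are not given in the sources used here, so a Z difference cannot be turned into a ratio of transcript levels. No spot intensity, background or detection value was used, and the number of arrays limits the precision. The isotope is named differently in the labels and in the methods, which affects no value below.

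A probe-to-gene table built from platform annotation listed 5000 probes, of which 4788 carried 1 gene symbol and 212 carried several. The remaining 3448 probes are unnamed here. Symbols were looked up by gene identifier in a RefSeq gene table for 4780 probes, and 0 symbols differed from the annotation. These probes stood for 3905 genes. A gene with several probes was represented by the probe with the highest mean Z over all mice. Over 713 genes with more than 1 probe, the mean Z values of the first pair of probes correlated with r = 0.127 across genes, and their deviations from the group means had a median r of 0.13, against -0.0078 for random pairs. For the 157 genes whose first pair both passed the filter given below, the median r of the deviations was 0.289, against -0.032 for random pairs. A named gene therefore stands for the clone on the filter as annotated.

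Samples were grouped by sex, age class and diet as the labels give them. The 57 adult mice formed 12 groups of 3 to 5 mice. Separate RNA samples came from separate mice. The other 10 mice, aged 17 to 44 days, formed a class called 1 month here.

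Differences were tested with limma 3.58.1 in R 4.3.3. Linear models with 1 mean per group were fitted to the 57 adult mice together, and differences were taken between group means with both sexes weighted equally. Only probes with a mean Z above 0 over the mice of the fit were tested, which left 4035 probes. The filter in the methods of the study differs, as it takes the average of the conditions compared. Variances were moderated by empirical Bayes, and p-values were adjusted over the 4035 probes by the Benjamini-Hochberg method, with calls at an adjusted p under 0.05. The same procedure compared the 20 AL mice of 1 and 6 months over 4039 probes, and the 10 youngest mice in a pair of age bands over 4034 probes with sex as a covariate. Interactions of diet with sex, of age with diet and of age with sex were tested as differences between differences. All limma p-values are 2-sided. Standard errors (SE) come from these fits, and an SD beside a mean is that of the mice.

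The methods of the study named a p-value without naming its test. It was computed here as a 2-sample t-test with equal variances, with a z-ratio (the Z difference divided by the SD of all differences) of at least 1.5 in size and a mean Z above 0, and is called the methods' t-test. The analysis of variance that the study added was not run.

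A total of 35 gene lists of pathways, cell types and controls were fixed before the data were examined, as were the groups, tests and alternatives. Lists with at least 5 tested genes, 21 in all, were tested with limma's camera, which compares a list with the other genes, at its preset correlation of 0.01 and again with an estimated correlation. Adjustment ran over the 21 lists within each of 15 comparisons. Genes named in the text followed a rule that was also fixed beforehand: the genes past the threshold with the largest differences; where fewer than 10 passed in a direction, the genes with the smallest unadjusted p, up to 5 per direction, given as values that did not pass; up to 4 members of each list that was called or had members past the threshold over all probes or over the list alone; the genes the study followed by PCR; Uchl1; and Xist and Y-linked genes. Interactions named genes only past the threshold. Other members of called lists, and Ttr over all mice, were chosen after their values were seen.

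Age patterns combined the methods' t-test of 16 against 6 months with that of 24 against 16 months. Probes called in opposite directions were kept as 1 class, without a test of return to the 6-month level, whereas the study separated opposite change from reversion. Both intervals share the 16-month mice, so the patterns were recomputed with disjoint equal subsets of these mice and with permuted ages, 100 draws each. Differences in spread between ages used permutation tests with 100000 resamples. Every comparison across probes was also set against 100 regroupings of the mice, the real one included. The regroupings for diet at 16 months, with and without spot position removed, for sex and for probes called in opposite directions were set after the results had been seen, and the others before.

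The fit of the adult mice was tested on simulated Z scores with 200 changed probes, for 4 of its comparisons. Changes of 0.25, 0.5, 1 and 2 Z were put into 50 probes each. For the diet comparison at 16 months, limma recovered 50%, 92%, 94% and 82% of them in this order, with 3 false calls among 4019 probes. For 24 against 6 months in AL mice it recovered 60%, 98%, 92% and 80% (7 false calls among 4032 probes), for diet over the 3 ages 94%, 90%, 88% and 60% (8 among 4010), and for sex 88%, 92%, 82% and 64% (4 among 3993). Recovery was lower at 2 Z because lowered probes left the filter: 9, 10, 20 and 18 of 50 probes were then not tested, and of the tested ones 100% were recovered. A large loss of signal can thus escape the test. These figures describe the simulated scores only. In the mice 44.5% of the variance of the tested probes lay on 1 shared axis. For diet at 16 months a regrouping of the mice reached 1734 probes at an unadjusted p under 0.05, where chance gives 202 for independent probes. Recovery and false calls on the real arrays may therefore differ.

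Alternatives covered no filter and a filter at a mean Z of 0.5, quantile normalization, centring by median and MAD, a variance trend, array weights, the array set as a block, fits of only the groups compared, each mouse left out in turn, only females at 24 months (the 3 CR males of that class were 673 days old), only the older mice of the 1 month class, a z-ratio of at least 1 or at least 2 for age patterns, the male 24-month AL mouse of title number 27 left out because its description names another mouse, an estimated correlation for lists, and all probes of a gene averaged. The array set was inferred from the numbers in the titles, which run through the groups 5 times. After the data had been seen, 3 alternatives were added: removal of the mean deviation of each class of spots on the filter, and the first or first 2 axes of the probes below the filter as covariates. For these, spots were sorted into 22 classes by spot number modulo 22, within blocks of 24 lines. The layout of the filter was inferred from the spot numbers alone.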

Results

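The transcriptome of the hippocampus, a forebrain region needed for the formation of memories, was profiled in 67 mice, with 1 array per mouse used here. Adult mice of 6, 16 and 24 months formed groups of 5 per sex and diet, except that the male CR groups held 4 mice at 6 months and 3 at 24 months. A further 5 females and 5 males on AL feeding were 17 to 44 days old. Every array gave a Z score for each probe, of which 4035 were tested in adult mice and 4413 lay below the filter, and the profiles of any pair of mice correlated between 0.904 and 0.991. The Y-linked translation factor gene Eif2s3y had a Z of -1.15 ± 0.159 (SD, n = 32) in males and -1.19 ± 0.181 (n = 35) in females, so this probe could not check the recorded sexes. Xist was not analysed here.

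The first question was how the transcriptome of AL mice differed between young adult and middle age. Gas5, a small nucleolar RNA host gene, had a Z of 0.727 ± 0.0886 (SD, n = 10) at 16 months and 0.534 ± 0.124 (n = 10) at 6 months, a difference of 0.193 ± 0.0553 (SE), and Rap1gap, which switches off the small GTPase Rap1, differed by 0.161 ± 0.0526. Hmgcs1, an enzyme of cholesterol synthesis, was at 2.35 ± 0.151 against 2.11 ± 0.269, and Mtdh and Fkbp8 differed by 0.264 ± 0.0921 and 0.205 ± 0.0716. On the other side, Epb41l5 (-0.293 ± 0.0798), the G-protein regulator Rgs12 (-0.254 ± 0.0752), the potassium channel gene Kcnh3 (-0.234 ± 0.0703), Rimklb (-0.179 ± 0.0525) and Gm8234 (-0.262 ± 0.0783) had lower values at 16 months, each in 10 of 10 mice relative to the 6-month mean, and another probe of Epb41l5 differed the other way. None of these 10 genes passed the threshold (limma, adjusted p = 0.401 for each). Members that passed when adjusted over the list alone numbered 4, which were Hmgcs1 (adjusted p = 0.0223), the chaperone cofactor Dnajc7 (-0.246 ± 0.0747), Dlgap5 (-0.247 ± 0.0785) and Nlk (0.174 ± 0.067), and over all probes 0 passed. Another probe differed the other way for Dnajc7 (0.212 ± 0.0658), Dlgap5 (0.046 ± 0.0535) and Nlk (-0.136 ± 0.0777). Dlgap5 stood in the list of postsynaptic density genes but is known as a mitotic spindle protein. Ribosomal protein genes had higher values for 20 of 21 members and Wnt signalling genes lower values for 7 of 9, but no list was called (camera, adjusted p = 0.198 and 0.177). limma called 0 of 4035 probes, with 468 at an unadjusted p under 0.05 (187 higher, 281 lower, where chance gives 202), and the methods' t-test called 283 (89 higher, 194 lower), of which 0 remained after Benjamini-Hochberg adjustment. Over the 20 mice left out singly the unadjusted count ran from 117, without male 6-month AL replicate 2, to 899, without male 6-month AL replicate 5, with 0 calls throughout, and with array weights the split turned (241 higher, 209 lower). With the leading axis of variation among the low-signal probes as a covariate 22 were higher and 58 lower, and with 2 such axes 42 and 75. This axis averaged -4.37 ± 2.56 (SD, n = 10) at 16 and 0.428 ± 6.68 (n = 10) at 6 months (permutation p = 0.0456, adjusted p = 0.171 over 9 comparisons).

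From 16 to 24 months in AL mice, the list of 21 ribosomal protein genes was called as lower relative to other genes. These genes encode the structural proteins of the ribosome. Of them, 18 had lower and 3 higher values, with a median difference of -0.099 Z (camera, adjusted p = 0.00868; adjusted p = 0.717 with an estimated correlation). Rplp0 differed by -0.208 ± 0.0838 (SE, n = 10 and 10), Rpl5 by -0.183 ± 0.0797, Rps15 by -0.155 ± 0.0625 and Rpl4 by -0.146 ± 0.0765, and 0 members passed the test singly, over the list alone or over all probes. Another probe differed the other way for Rpl23 (0.078 ± 0.0518), Rpl41 (-0.129 ± 0.0765), Rpl7l1 (-0.009 ± 0.0471) and Rpsa (-0.022 ± 0.0608). Rpl23 was counted above as lower, and Rpl41, Rpl7l1 and Rpsa as higher. The neuronal markers had 6 of 7 members lower and genes of glycolysis and the citrate cycle 11 of 16 (adjusted p = 0.284 for both), which did not pass. Among single genes, Rgs12 (0.222 ± 0.0752), Epb41l5 (0.225 ± 0.0798), Rimklb (0.142 ± 0.0525) and Kcnh3 (0.189 ± 0.0703) had higher values at 24 than at 16 months, as did Dock4, an activator of small GTPases (0.191 ± 0.0723). The endoplasmic reticulum chaperone gene Hsp90b1 was at 0.113 ± 0.136 (SD, n = 10) against 0.279 ± 0.0939, the cytosolic chaperonin subunit gene Cct5 at 0.73 ± 0.197 against 0.913 ± 0.127, and the myosin chaperone gene Unc45a, Ahctf1 and Zwint differed by -0.183 ± 0.0693, -0.17 ± 0.0668 and -0.224 ± 0.0888. None of these 10 genes passed (limma, adjusted p = 0.82 for each). Over the list alone 2 members passed, the Notch ligand gene Jag1 (0.39 ± 0.151, adjusted p = 0.0375) and Dlgap5 (0.201 ± 0.0785, adjusted p = 0.0265, with another probe at -0.057 ± 0.0535), and over all probes 0. limma called 0 of 4035 probes, with 159 at an unadjusted p under 0.05 (62 higher, 97 lower), and the methods' t-test called 163 (63 higher, 100 lower; 0 after adjustment). With single mice left out the unadjusted count ran from 52, without female 24-month AL replicate 1, to 302, without female 24-month AL replicate 2, and the split turned with spot position removed (98 higher, 81 lower), array weights (144 and 97), median and MAD (88 and 76) and 2 low-signal axes (43 and 41). Unc45a shared the class of spots of Ttr on the filter. The call of the ribosomal list was lost without female 16-month AL replicate 1 (adjusted p = 0.0849) or male 24-month AL replicate 5 (0.0932), and with the leading axis of the low-signal probes as a covariate (0.964) or spot position removed (0.156). The 16-month AL mice also entered the comparison with 6 months, with opposite sign, so the 2 intervals are not independent. Across probes their differences correlated with r = -0.751, where permuted ages gave a mean r of -0.515.

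**Figure D1:**
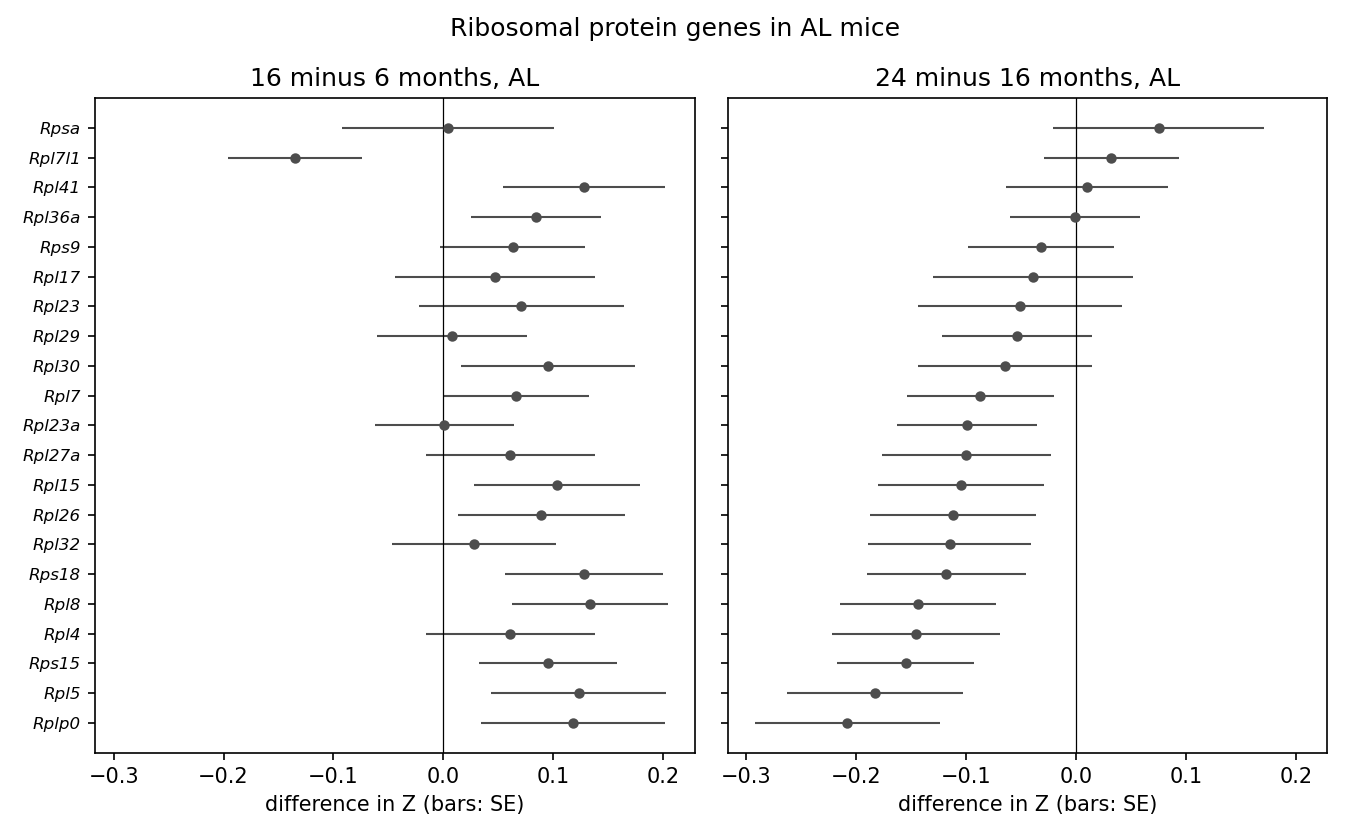
Differences in Z score of the 21 tested ribosomal protein genes between ages in AL mice, as 16 minus 6 months (left) and 24 minus 16 months (right), with genes on the vertical axis, points for limma estimates and bars for their SE. In the right panel 18 of 21 points lie below 0, from -0.208 for Rplp0 to 0.075 for Rpsa, and in the left panel 20 of 21 lie above 0. The 16-month AL mice enter both panels with opposite sign, so the panels are not independent.

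Between 6 and 24 months in AL mice, Rap1gap (0.154 ± 0.0526 SE) and Gas5 (0.16 ± 0.0553) had higher values at the older age, as did Rrp7a, a ribosome biogenesis gene (0.193 ± 0.0681), the ADP-ribosyltransferase gene Tiparp (0.253 ± 0.0895) and Atf7ip (0.153 ± 0.058). Lower values were seen for the splicing cofactor gene Srrm2 (-0.16 ± 0.0577), the histone demethylase gene Kdm5b (-0.153 ± 0.0576), Actl6a, a chromatin remodelling subunit gene (-0.137 ± 0.0545), Pepd (-0.146 ± 0.0591) and Zfp280d (-0.167 ± 0.0721). The other probes of Tiparp, Atf7ip and Actl6a differed in the other direction. None of these genes passed (limma, adjusted p = 0.975 for each), and no gene list was called, the glucocorticoid and fasting response genes coming nearest with 6 of 6 members higher (camera, adjusted p = 0.136). limma called 0 of 4035 probes, with 120 at an unadjusted p under 0.05 (95 higher, 25 lower) and 81 called by the methods' t-test (63 higher, 18 lower; 0 after adjustment). The unadjusted count lay between 58, without female 6-month AL replicate 5, and 290, without male 6-month AL replicate 5, and moved by more than 1.5 times for 7 of 20 mice. With array weights 120 were higher and slightly more were lower.

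In CR mice the same interval gave higher values at 24 months for Rgs17 (0.201 ± 0.0872 SE, n = 8 and 9), the splicing factor gene Phf5a (0.169 ± 0.0754), Txndc5 (0.138 ± 0.0635), H2aj (0.188 ± 0.0868) and the endothelin receptor gene Ednrb (0.134 ± 0.0635). Values were lower for Sh3bgr (-0.133 ± 0.0598), for Uchl1, an abundant neuronal deubiquitinase (-0.125 ± 0.0597), for the translation factor gene Eif4g2 (-0.145 ± 0.0728), and for Ndfip1 (-0.116 ± 0.0584) and the pseudogene Tubb2a-ps2 (-0.115 ± 0.0632). All 10 had an adjusted p of 1 (limma). The 8 tested genes of fatty acid metabolism were all lower and 6 of 7 neuronal markers were lower, without a call (camera, adjusted p = 0.42 and 0.401). limma called 0 of 4035 probes, with 17 at an unadjusted p under 0.05 (13 higher, 4 lower) and 28 by the methods' t-test (14 higher, 14 lower; 0 after adjustment). The unadjusted count lay between 7, without male 24-month CR replicate 2, and 32, without male 6-month CR replicate 4, and with spot position removed 27 were higher and 39 lower. Across the 4035 probes, which are not independent replicates, the 24 against 6 month differences in AL and in CR mice correlated with r = 0.206 (Spearman's rho = 0.134), within the range of -0.851 to 0.789 of permuted ages (permutation p = 0.51). Without female 24-month CR replicate 2 this r was -0.0731 and without male 6-month CR replicate 3 it was -0.0359.

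Sorting probes by their calls over both intervals in AL mice, without the analysis of variance of the study and without testing a return to the 6-month level, gave 408 probes called by the methods' t-test in either interval, 4.83% of all probes. Of these, 245 were called from 6 to 16 months only, 125 from 16 to 24 months only, and 38 (9.31%) in both intervals in opposite directions, 9 of them higher and then lower and 29 lower and then higher. Rgs12, Epb41l5, Rimklb and Kcnh3 stood low at 16 months against both other ages, as given above. No probe (0) was called in the same direction in both intervals. With disjoint equal subsets of the 16-month mice for the intervals, the median share called in opposite directions was 0.731%, and 15 of 100 draws with permuted ages gave as many as 38. Leaving out single mice moved the share (age patterns AL) beyond 1.5 times in 3 cases: 15.6% without female 16-month AL replicate 4, 5.32% without male 24-month AL replicate 2 and 5.54% without male 24-month AL replicate 3.

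The effect of CR was examined at each age. At 6 months, Fam216a (0.13 ± 0.0531 SE, n = 9 CR and 10 AL), the sodium pump subunit gene Atp1b1 (0.127 ± 0.0596), the vesicle fusion ATPase gene Nsf (0.0903 ± 0.0466), Mpv17 (0.11 ± 0.0563) and Calcoco2 (0.147 ± 0.0764) had higher values in CR mice. Ednrb, an astrocyte marker here, was at 0.0567 ± 0.195 (SD, n = 9) in CR and 0.228 ± 0.101 (n = 10) in AL mice and was the only list member to pass when adjusted over the list alone (limma, adjusted p = 0.0223; adjusted p = 1 over all probes). Gm8234, Slco1b2, Rpp14 and Srrm2 had differences of -0.212 ± 0.0807, -0.14 ± 0.0548, -0.158 ± 0.0622 and -0.147 ± 0.0595. Each of the 10 had an adjusted p of 1. limma called 0 of 4035 probes, with 25 at an unadjusted p under 0.05 (9 higher, 16 lower), the methods' t-test called 26 (4 higher, 22 lower; 0 after adjustment), and no gene list was called. The unadjusted count lay between 18, without male 6-month AL replicate 1, and 50, without female 6-month CR replicate 3, and the split turned with array weights (177 higher, 162 lower) and spot position removed (34 and 23).

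At 16 months, CR mice had higher values for Vnn1, a pantetheinase (0.888 ± 0.131 against 0.586 ± 0.196, SD, n = 10 and 10; difference 0.302 ± 0.0787 SE), the cytochrome P450 gene Cyp2s1 (0.281 ± 0.0754), the nonsense-mediated decay factor gene Upf2 (0.303 ± 0.0845), the zinc finger gene Zfp42 (0.223 ± 0.0616) and Fam76a (0.209 ± 0.0548). Values were lower for Tex19.1 (0.801 ± 0.192 against 1.07 ± 0.144), the growth regulator gene Pa2g4 (-0.275 ± 0.0748), the flap endonuclease gene Fen1 of DNA replication and repair (-0.271 ± 0.0769), the sulfate activation enzyme gene Papss1 (-0.226 ± 0.066) and the mitochondrial chaperonin gene Hspe1 (-0.209 ± 0.0617). All 10 had an adjusted p of 0.0725 (limma) and did not pass, and the direction was shared by 9 or 10 of 10 CR mice for each. limma called 0 of 4035 probes, but 1642 had an unadjusted p under 0.05 (1010 higher, 632 lower, where chance gives 202), and the methods' t-test called 550 (406 higher, 144 lower), of which 171 remained after Benjamini-Hochberg adjustment.

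**Figure D2:**
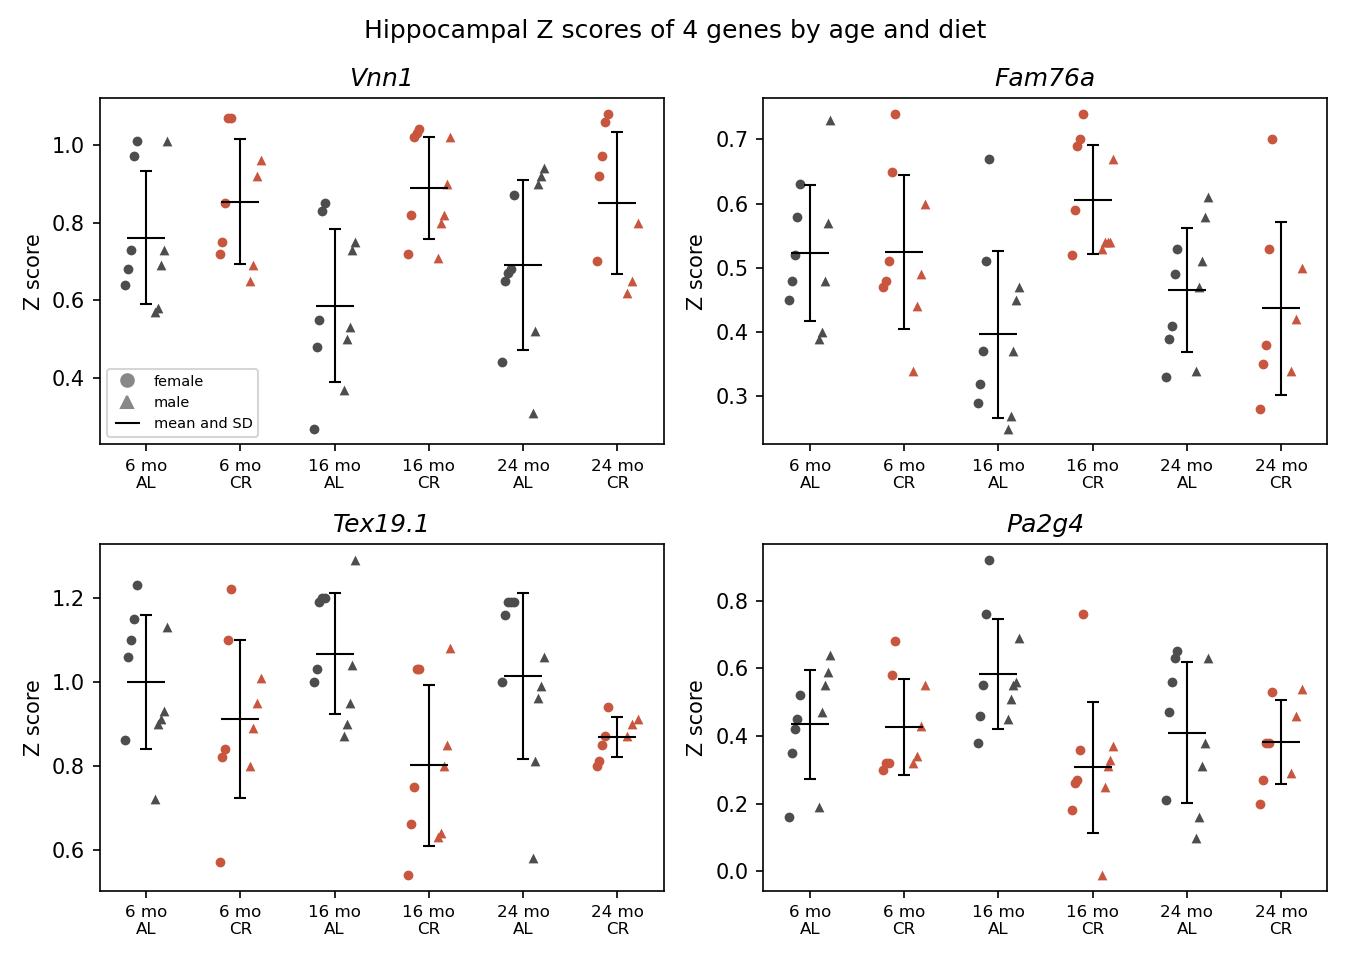
Z scores of Vnn1, Fam76a, Tex19.1 and Pa2g4 in each adult mouse by age in months and diet (AL grey, CR red), with circles for females, triangles for males and a bar for the mean and SD. At 16 months CR mice average 0.888 for Vnn1 and 0.606 for Fam76a against 0.586 and 0.397 in AL mice, and 0.801 for Tex19.1 and 0.308 for Pa2g4 against 1.07 and 0.583.

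Adjusted over the list alone, 50 list members passed at 16 months and over all probes 0, with Hspe1, Hsp90aa1 and Nlk counted in 2 lists each. Of 9 Wnt signalling genes, 8 passed, with higher values for the calcineurin subunit gene Ppp3cb (0.244 ± 0.0752 SE), the catenin gene Ctnna1 (0.236 ± 0.083) and Nfat5 (0.188 ± 0.0765) and lower values for the kinase gene Nlk (-0.202 ± 0.067), although other probes differed the other way for Nlk (0.202 ± 0.0777) and Ctnna1 (-0.23 ± 0.0633 and -0.011 ± 0.0682). Of 20 DNA repair genes 5 passed, with Xrcc1 (0.237 ± 0.072), Ercc4 (0.238 ± 0.0821) and Tnks1bp1 (0.201 ± 0.067) on the higher side and Fen1 on the lower. The chaperone genes Hsp90aa1 (-0.258 ± 0.0769) and Cct5 (-0.224 ± 0.0722) and the proteasome ATPase gene Psmc3 (-0.221 ± 0.0714) lay lower, while Fkbp4 (0.259 ± 0.0777), Dnajc7 (0.211 ± 0.0747) and Psmb11 (0.198 ± 0.0658) lay higher. Other probes of Fkbp4 (-0.211 ± 0.0708 and -0.017 ± 0.0567) and of Dnajc7 (-0.128 ± 0.0658) lay lower. Of 22 translation factor genes 6 passed, among them Eif2d (0.26 ± 0.0858), Eif4enif1 (0.212 ± 0.0723), Eif3k (-0.212 ± 0.0711) and Eif3i (-0.19 ± 0.0716). Ribosomal protein genes lay lower for 20 of 21 members, 5 of which passed over the list alone, including Rplp0 (-0.223 ± 0.0838), Rpl41 (-0.219 ± 0.0739), Rpl26 (-0.205 ± 0.0759) and Rpl7 (-0.189 ± 0.0667). Synaptic vesicle genes went both ways, with Sh3gl1 (0.175 ± 0.0543), Clta (0.17 ± 0.0665), Ap3b1 (0.162 ± 0.05) and Ap3s2 (-0.181 ± 0.0713). Further members that passed were the cell cycle genes Cdc5l (0.274 ± 0.0884), Plk4 (0.252 ± 0.0868), Ube2c (0.248 ± 0.0832) and Uhrf1 (-0.253 ± 0.0807), the splicing gene Snrpc (0.316 ± 0.0921), the forkhead factor gene Foxo3 (0.234 ± 0.0889), Hmgcs1 (-0.259 ± 0.0814), Dlgap5 (0.267 ± 0.0785), and the postsynaptic scaffold gene Homer2 (-0.168 ± 0.068). The 50 included Car2 (0.126 ± 0.0572) and Plekhg1 (-0.157 ± 0.0722), each the only tested member of its list, so their p-values were not adjusted. Another probe of Plekhg1 (0.212 ± 0.0761), Clta (-0.109 ± 0.0658), Cdc5l (-0.05 ± 0.0488), Dlgap5 (-0.012 ± 0.0535), Snrpc (-0.002 ± 0.0907) and Rplp0 (0.009 ± 0.0637) differed the other way. No list as a whole was called, with ribosomal proteins nearest (camera, adjusted p = 0.0635; adjusted p = 0.817 with an estimated correlation). The 16-month AL mice are the reference here and also entered both age intervals, so these ribosomal differences are not independent of those with age.

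Beside these differences, the mice differed along 1 axis shared by many probes, including those below the filter. The leading axis of the low-signal probes averaged 2.49 ± 6.25 (SD, n = 10) in 16-month CR and -4.37 ± 2.56 (n = 10) in 16-month AL mice (permutation p = 0.00614, adjusted p = 0.0553 over 9 comparisons). Among the tested probes 44.5% of the variance lay on their own leading axis, and 47.9% of the variance of its loadings went with the class of spots on the filter, against at most 0.83% for shuffled spot numbers. The 0 calls at 16 months became 2175 with array weights and 296 with only the 4 groups compared in the fit, and 1104, 603 and 351 without female 16-month CR replicate 4, male 16-month CR replicate 2 and female 16-month CR replicate 1 (diet CR v AL at 16 months). With the axis as a covariate the unadjusted count was 80, and with spot position removed 916. The covariate moved the count by more than 1.5 times also for 24 against 16 months (25 higher, 27 lower), 24 against 6 months in AL (178 and 114) and CR mice (43 and 20), diet at 6 (35 and 63) and 24 months (49 and 18), diet by sex at 6 (25 and 14) and 16 months (1 and 14), age by diet (37 and 10) and age by sex (9 and 40).

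**Figure D3:**
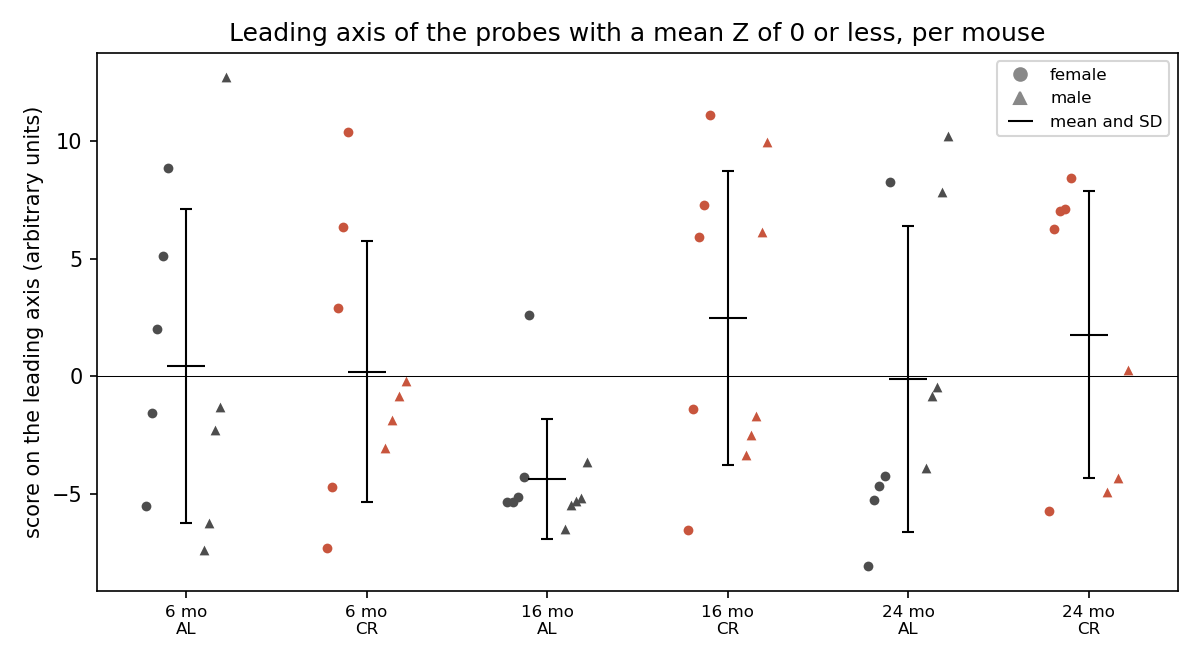
Score of each adult mouse on the leading axis of the probes with a mean Z of 0 or less (vertical, arbitrary units) by age in months and diet, with circles for females, triangles for males and bars for the mean and SD. The 16-month AL mice average -4.37 with an SD of 2.56, below the 16-month CR mice at 2.49 with an SD of 6.25.

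At 24 months, CR mice had higher values for Rgs17 (0.195 ± 0.085 SE, n = 8 CR and 10 AL), Zfp42 (0.152 ± 0.0666), the mitotic kinesin gene Kif18a (0.144 ± 0.0695), the polarity kinase gene Mark2 (0.107 ± 0.0523) and the autophagy gene Atg14 (0.146 ± 0.0735), and lower values for the farnesyltransferase subunit gene Fntb (-0.134 ± 0.0616), the steroid dehydrogenase gene Hsd3b1 (-0.167 ± 0.082), Ptpn21 (-0.128 ± 0.0636), the Wnt ligand gene Wnt6 (-0.14 ± 0.0712) and Pramel7 (-0.169 ± 0.0899). The other probes of Atg14, Hsd3b1 and Ptpn21 differed the other way, and all 10 genes had an adjusted p of 1 (limma). limma called 0 of 4035 probes, with 12 at an unadjusted p under 0.05 (8 higher, 4 lower), and the methods' t-test called 33 (27 higher, 6 lower; 0 after adjustment). The unadjusted count was 1026 with females only (655 higher, 371 lower). It moved by more than 1.5 times for 12 of 18 mice left out singly, between 6 without female 24-month CR replicate 1 and 73 without female 24-month CR replicate 2. No gene list was called. With array weights limma called 6, and the unadjusted split turned with median and MAD (8 higher, 9 lower), 2 low-signal axes (30 and 37) and only the groups compared in the fit (4 and 5).

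Averaged over the 3 ages, CR mice had higher values for Zfp42 (0.64 ± 0.142 against 0.487 ± 0.128, SD, n = 27 and 30), Vnn1 (difference 0.173 ± 0.0472 SE), the ubiquinone synthesis gene Coq4 (0.135 ± 0.0402), the ribosome biogenesis gene Nol11 (0.116 ± 0.0349) and Mpv17 (0.108 ± 0.0327). Tex19.1 (-0.164 ± 0.0423), Fen1 (-0.158 ± 0.0461), Ankrd6 (-0.145 ± 0.0422), Lsg1 (-0.141 ± 0.0423) and the chemokine receptor gene Cxcr4 (-0.165 ± 0.0495) had lower values, with 21 to 23 of 27 CR mice below the AL mean. None passed (limma, adjusted p = 0.299 for each). Adjusted over the list alone 7 members passed and over all probes 0: Fen1, Xrcc1 (0.126 ± 0.0432) and Parp8 (0.112 ± 0.0357) of DNA repair, Ctnna1 (0.143 ± 0.0497) and Wnt6 (-0.121 ± 0.0395) of Wnt signalling, Psmc3 (-0.134 ± 0.0428) and Homer2 (-0.0952 ± 0.0407). Another probe of Ctnna1 differed by -0.0948 ± 0.0379, and Cxcr4 shared the class of spots of Ttr on the filter. limma called 0 of 4035 probes, with 663 at an unadjusted p under 0.05 (422 higher, 241 lower), and the methods' t-test called 576 (363 higher, 213 lower; 0 after adjustment). For diet CR v AL over 3 ages, unadjusted p under 0.05, the count was 1111 without male 6-month AL replicate 2, 1030 without female 24-month CR replicate 2, and it was lowest (459) without female 6-month CR replicate 1. No gene list was called. With array weights limma called 2326, whereas at an unadjusted p under 0.05 the leading low-signal axis as a covariate left 184 higher and 65 lower, 2 axes 168 and 120, and removal of spot position 321 and 111.

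**Figure D4:**
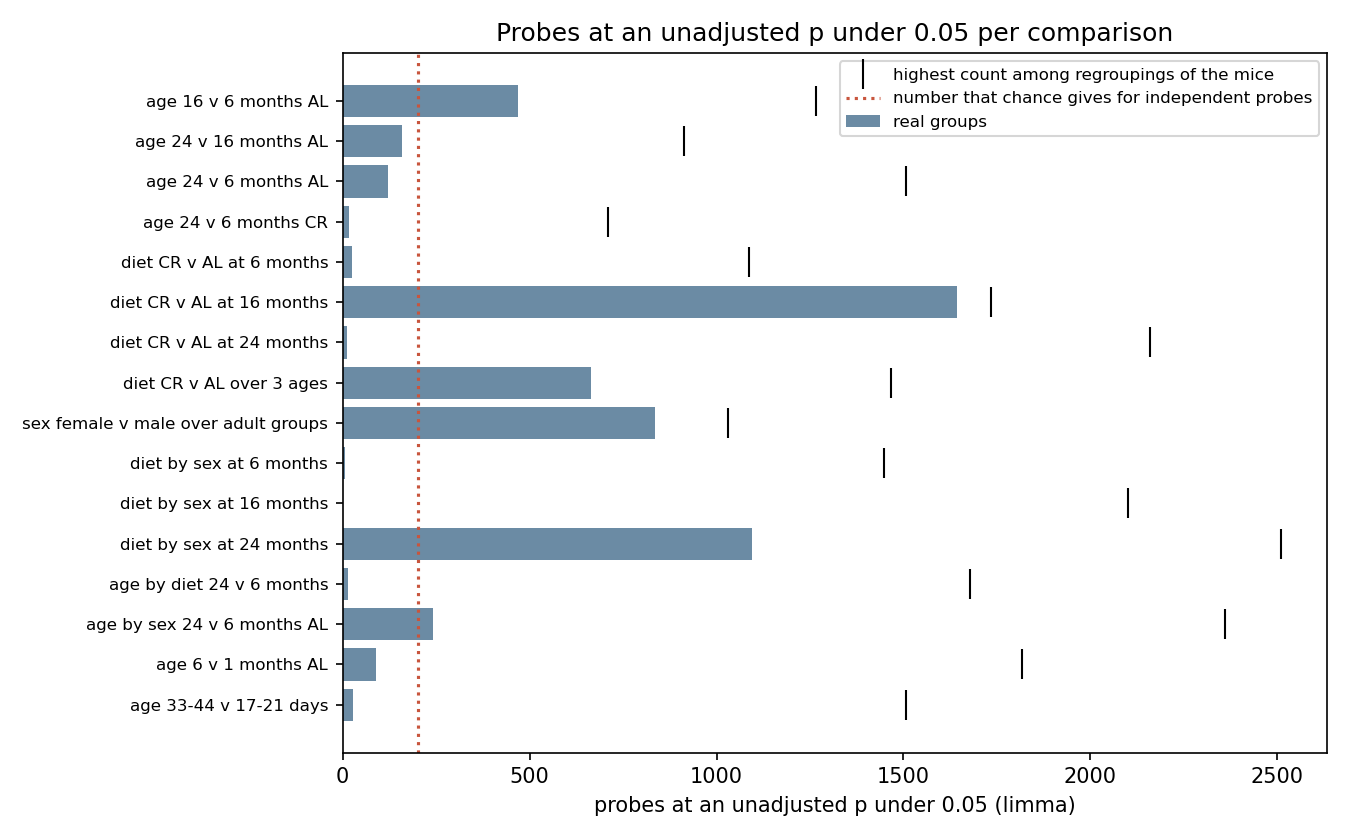
Number of probes at an unadjusted p under 0.05 in limma (horizontal) for each of 16 comparisons, with bars for the real groups, black marks for the highest count among regroupings of the same mice and a dotted line at 202, the number chance gives for independent probes. The diet comparison at 16 months has the longest bar at 1642, and its highest regrouping reached 1734.

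Whether CR at 24 months moved age changes back was asked across probes. The 24 against 16 month difference in AL mice and the CR against AL difference at 24 months share the 24-month AL mice, and the average r of reassigned mice was -0.476. The observed r was 0.163 (permutation p = 0.02, 100 draws), and with disjoint equal subsets of the shared mice it was 0.411 against -0.00996 for reassigned mice (permutation p = 0.11). Of the 163 age changes called by the methods' t-test, 48.5% were moved back by CR in sign, against a median of 94.4% for reassigned mice, and 0 were called back. limma had called 0 age changes in this interval, with 159 at an unadjusted p under 0.05. Without the filter r was -0.0653, with a permutation p of 0.05, which did not pass. The permutation p was also 0.05 or more without any of 16 mice, for which r was -0.0356 and 0.201 without male 24-month CR replicates 1 and 2, 0.0529, 0.113 and 0.114 without female 24-month CR replicates 1, 3 and 5, 0.0556, 0.0121 and 0.00974 without male 24-month AL replicates 2, 4 and 5, -0.045, 0.0526 and 0.125 without female 24-month AL replicates 2, 3 and 5, 0.137 and 0.156 without male 16-month AL replicates 2 and 4, and 0.096, 0.0811 and 0.0904 without female 16-month AL replicates 2, 3 and 5 (reversal of age changes by CR at 24 months).

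Females and males were compared over the 6 age and diet classes. Caln1, a neuronal calcium-binding protein gene, was at 1.09 ± 0.199 (SD, n = 30) in females and 1.3 ± 0.191 (n = 27) in males, with 28 of 30 females below the male mean. The zinc finger gene Klf6 (-0.232 ± 0.0579 SE), Uhrf1bp1l (-0.203 ± 0.0489), Tcf25 (-0.16 ± 0.0402) and the proton pump subunit gene Atp6v0a1 (-0.176 ± 0.0453) also had lower values in females, and the ubiquitin ligase gene Trim36 (0.135 ± 0.0371), Nploc4 (0.115 ± 0.0331), the ribosome recycling gene Abce1 (0.142 ± 0.0414), the glycolytic regulator gene Pfkfb2 (0.14 ± 0.041) and Hacd2 (0.117 ± 0.0346) had higher values. None passed, with adjusted p-values of 0.0954 to 0.109 (limma), and Abce1 shared the class of spots of Ttr on the filter. Adjusted over the list alone 6 members passed and over all probes 0: the mitochondrial thioredoxin gene Txn2 (-0.19 ± 0.0627), Txndc5 (0.0955 ± 0.0343), the astrocyte gene Plpp3 (-0.174 ± 0.0586), the endothelial adhesion gene Pecam1 (-0.275 ± 0.075), Gadd45g (-0.13 ± 0.0421) and the erythroid gene Ermap (0.115 ± 0.0361). Ermap was the only tested member of its list, so its p was not adjusted. limma called 0 of 4035 probes, with 836 at an unadjusted p under 0.05 (365 higher, 471 lower), and the methods' t-test called 503 (142 higher, 361 lower; 0 after adjustment). The split of limma turned with spot position removed (393 higher, 358 lower), the leading low-signal axis as a covariate (475 and 373), 2 axes (129 and 98) and array weights (894 and 831), and was even with no filter (677 and 677). No gene list was called. The 0 calls became 1197 with array weights, and 232, 154 and 52 without male 24-month AL replicate 2, male 16-month AL replicate 1 and female 16-month AL replicate 3.

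The study asked whether the sexes differ in their response to CR and to age. At 6 months the 6 tested astrocyte genes had a diet difference that was higher in females than in males, and the list was called (camera, adjusted p = 0.0273; adjusted p = 0.0399 with an estimated correlation). Glul, the glutamine synthetase gene, differed by 0.184 ± 0.146 (SE), Ednrb by 0.178 ± 0.118, the astrocytic aldolase gene Aldoc by 0.121 ± 0.107 and the metallothionein gene Mt1 by 0.069 ± 0.184, and 0 members passed singly. Plpp3 differed by 0.0565, and another probe of Plpp3 differed the other way (-0.079 ± 0.101). limma called 0 probes for this interaction at 6, 16 and 24 months, with 7, 2 and 1095 at an unadjusted p under 0.05. With single mice left out these counts ran from 4 to 21, the extremes without male 6-month CR replicates 2 and 4, from 1 to 8, without male 16-month CR replicate 3 and male 16-month AL replicate 1, and from 750 to 1613. With the leading low-signal axis as a covariate the 1095 at 24 months (681 higher, 414 lower) became 105 higher and 36 lower, and with 2 axes 89 and 61, where chance gives 202 in all. The 3 CR males of the 24-month class were 673 days old, against 703 to 743 days for its other mice. In that class the interaction is therefore mixed with age. At 24 months 16 list members passed when adjusted over the list alone, 5 of them Wnt signalling genes, and over all probes 0. Of these, Nlk was counted in 2 lists, and Lgals1 was the only tested member of its list (unadjusted p = 0.0339). With array weights limma called 2122 at 24 months, and it called 557 without female 24-month CR replicate 2 and 178 without female 24-month AL replicate 1. The astrocyte call was lost with no filter (adjusted p = 0.461), with all probes of a gene averaged (0.0565), with spot position removed (0.26) and without any of 13 mice of the 6-month groups, up to an adjusted p of 0.233 without male 6-month CR replicate 2. The other 12 were female AL replicates 1 (0.0594), 3 (0.0524), 4 (0.116) and 5 (0.0512), female CR replicates 1 (0.0742), 3 (0.109) and 4 (0.123), male AL replicates 1 (0.0743), 2 (0.158), 4 (0.0857) and 5 (0.0588), and male CR replicate 4 (0.115) for astrocytes (diet by sex at 6 months).

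The difference between 24 and 6 months was lower in CR than in AL mice for 7 of 8 tested genes of endothelium and mural cells, the cells of blood vessels, and this list was called (camera, adjusted p = 0.0309; adjusted p = 0.347 with an estimated correlation). Pecam1 differed by -0.241 ± 0.187 (SE), the contractile gene Cnn1 by -0.159 ± 0.111, Ly6e by -0.117 ± 0.107 and the basement membrane gene Nid1 by -0.115 ± 0.0825, with 0 members past the test singly. limma called 0 probes for this interaction of age and diet, with 14 at an unadjusted p under 0.05, and 0 for that of age and sex in AL mice, with 242. The former count ran from 9, without male 6-month CR replicate 4, to 45, without male 24-month AL replicate 2, and the latter from 73, without female 6-month AL replicate 3, to 848, without male 6-month AL replicate 2. The call of the vessel genes was lost with no filter (adjusted p = 0.185) and without any of 14 mice. For endothelium and mural cells (age by diet 24 v 6 months) these were male 24-month CR replicate 2 (0.701), male 6-month CR replicates 1 (0.0551) and 3 (0.15), female 24-month CR replicate 2 (0.0999), female 6-month CR replicate 3 (0.0862), female 24-month AL replicates 1 (0.0825) and 5 (0.0811), male 24-month AL replicates 2 (0.056) and 5 (0.0617), female 6-month AL replicates 1 (0.0637) and 3 (0.0816), and male 6-month AL replicates 2 (0.071), 4 (0.0606) and 5 (0.0649).

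The 10 AL mice of the 1 month class, which the study did not compare, were set against the 10 AL mice of 6 months. The 6 tested genes of immature neurons and neurite growth all had lower values at 6 months. The list was called as lower relative to other genes (camera, adjusted p = 0.027; adjusted p = 0.914 with an estimated correlation). Marcksl1 differed by -0.235 ± 0.149 (SE), the tubulin genes Tubb2b by -0.221 ± 0.127 and Tuba1b by -0.144 ± 0.113, and Nnat by -0.103 ± 0.0591, with 0 members past the test singly. Msantd1 was at 0.929 ± 0.279 (SD, n = 10) at 6 months and 0.512 ± 0.253 (n = 10) at 1 month, and Jag1 at 0.718 ± 0.339 against 0.326 ± 0.388, while Xpo4, Ctr9 and Ggnbp2 had differences of 0.316 ± 0.106, 0.136 ± 0.0538 and 0.181 ± 0.075. The ribosomal protein gene Rps18 (-0.205 ± 0.0726), the purine salvage gene Hprt (-0.174 ± 0.0681), Cdhr5 (-0.239 ± 0.0942), the transcription factor subunit gene Nfyc (-0.328 ± 0.131) and Zc3h18 (-0.183 ± 0.0741) had lower values at 6 months. The other probes of Xpo4 and Ctr9 differed the other way. All 10 genes had an adjusted p of 0.941 (limma), and Jag1 passed over the lists of Notch genes and of PCR genes alone (adjusted p = 0.0306 and 0.0408). limma called 0 of 4039 probes, with 90 at an unadjusted p under 0.05 (43 higher, 47 lower), and the methods' t-test called 78 (53 higher, 25 lower; 0 after adjustment). The unadjusted count moved by more than 1.5 times for 11 of 20 mice left out singly, between 39 without female 1-month replicate 3 and 271 without male 6-month AL replicate 5, and its nearly even split turned under 5 alternatives, with 130 higher and 79 lower with the axis covariate. The call of immature neurons and neurite growth (age 6 v 1 months AL) was lost without any of 10 mice: female 1-month replicates 1 (0.0805) and 4 (0.064), male 1-month replicates 1 (0.0998) and 3 (0.123), female 6-month AL replicates 1 (0.055), 2 (0.0503) and 4 (0.0543), and male 6-month AL replicates 2 (0.224), 4 (0.0687) and 5 (0.0904).

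Within the 1 month class, the 5 mice of 33 to 44 days were compared with the 5 of 17 to 21 days, ages after and before weaning. Ttr, the thyroid hormone carrier transthyretin made in brain by the choroid plexus, was at 1.43 ± 0.842 (SD, n = 5) in the older and 0.49 ± 0.782 (n = 5) in the younger mice, and Brd1, Use1, AU022252 and Olfr75-ps1 differed by 0.285 ± 0.112 (SE), 0.315 ± 0.137, 0.263 ± 0.113 and 0.269 ± 0.102, although the other probe of Brd1 differed the other way. The probe of Use1 shared the class of spots of Ttr on the filter and was among the 5 probes that followed Ttr most closely over all mice. Lower values in the older mice were seen for the lysosomal enzyme gene Aga (-0.218 ± 0.0906), Bpnt1 (-0.224 ± 0.0955), the chromatin remodeller gene Smarca4 (-0.256 ± 0.114), the chloride transporter gene Slc12a7 (-0.28 ± 0.126) and Cog5 (-0.188 ± 0.0871). None passed (limma, adjusted p = 0.997 for each). limma called 0 of 4034 probes, with 27 at an unadjusted p under 0.05 (17 higher, 10 lower). That count moved by more than 1.5 times for 8 of 10 mice left out singly, between 11 without male 1-month replicate 1 and 170 without female 1-month replicate 1, and with the array set as a block 29 were higher and 31 lower.

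**Figure D5:**
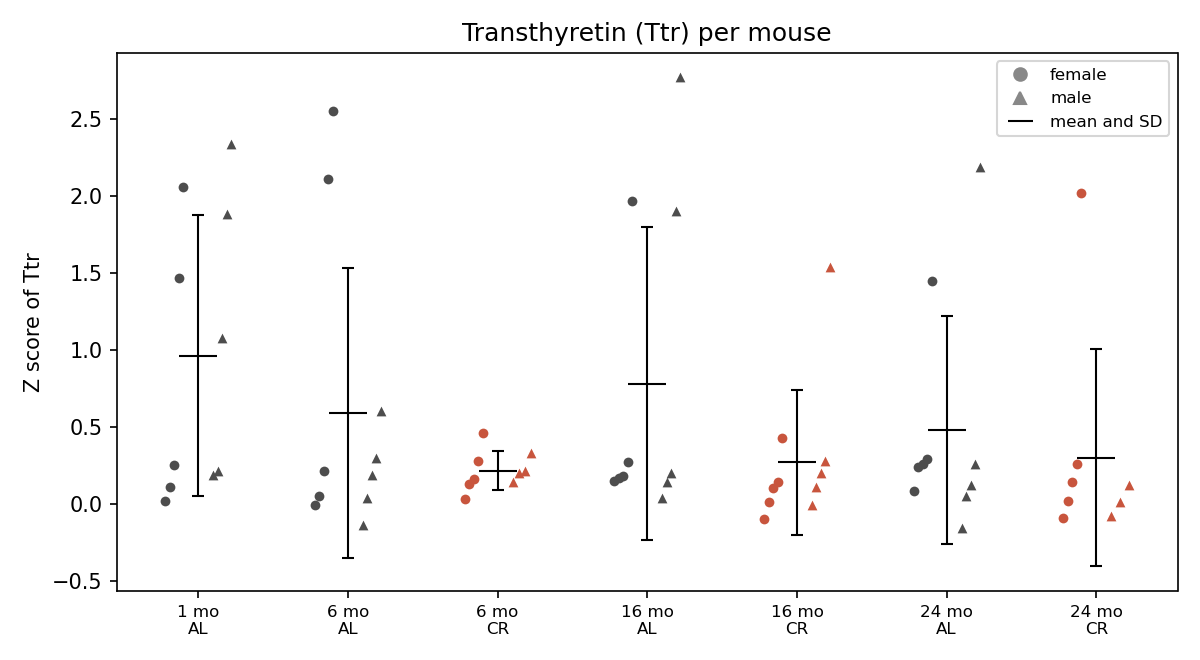
Z score of Ttr in each of the 67 mice (vertical) by age in months and diet, with circles for females, triangles for males and bars for the mean and SD. Values range from -0.16 to 2.77, and 14 mice lie at 1 or more, with none between 0.6 and 1.08.

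Of the genes that the study followed by PCR, 5 were analysed here, in 3 comparisons. Werner, which the study also followed by PCR, was not analysed here. The stress chaperone gene Hsp90aa1 differed by 0.124 ± 0.0767 (SE, n = 10 and 10) from 6 to 16 months and by -0.137 ± 0.0767 from 16 to 24 months. Its 5 other probes went the same way, by 0.08 to 0.164 and by -0.17 to -0.24. None of these probes passed over all probes (limma, adjusted p of 0.48 or more). With CR at 24 months Hsp90aa1 differed by -0.0303 ± 0.0828, and its 5 other probes differed the other way by 0.002 to 0.0793. Jag1 differed by -0.326 ± 0.152, 0.39 ± 0.152 and -0.225 ± 0.164, and Nlk, a kinase that modulates Wnt signalling, by 0.174 ± 0.0665, -0.128 ± 0.0665 and -0.0277 ± 0.0718, while the other probe of Nlk went the other way in each (-0.136 ± 0.0777, 0.088 ± 0.0777 and 0.047 ± 0.0839). The fatty acid elongase gene Elovl6 differed by -0.021 ± 0.0552, -0.037 ± 0.0552 and 0.0597 ± 0.0596. From 16 to 24 months other probes of Elovl6 above the filter differed by 0.17 ± 0.0662 and 0.127 ± 0.0684. The hypoxia factor gene Hif1a, with a mean Z of -3.59 far below the filter, differed by 0.111 ± 0.0765, -0.099 ± 0.0765 and 0.000333 ± 0.0827. In these comparisons, tested without the low-signal filter, 0 of 15 differences passed when adjusted over the list alone, with Nlk (0.0575) and Jag1 (0.066) nearest, and 0 over all probes (limma). The count of study PCR genes past the list alone was 3 without female 16-month AL replicate 4, 2 without male 6-month AL replicate 3 or male 16-month CR replicate 5, and 1 without male 6-month AL replicates 1, 2 or 5, female 6-month AL replicate 4, male 16-month AL replicate 5, female 16-month CR replicate 4, female 24-month AL replicates 3 or 5, or female 24-month CR replicates 1 or 2. With the filter, which leaves out Hif1a, Nlk passed over the list alone from 6 to 16 months (limma, adjusted p = 0.0482). The study ran PCR for selected genes on the RNA samples of its arrays, so the list is not independent evidence. It reported that most of the changes matched between PCR and arrays. The PCR values were not analysed here. Uchl1 differed by 0.004 ± 0.0529 from 6 to 16 months and by -0.116 ± 0.0529 from 16 to 24 months (adjusted p = 0.973 and 0.781).

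The spread between mice was measured as the root mean square distance of a mouse from its group mean over the tested probes. It was 0.174 ± 0.0419 (SD, n = 19) at 6 months, 0.171 ± 0.0334 (n = 20) at 16 months and 0.171 ± 0.048 (n = 18) at 24 months. The differences of 24 and of 16 months from 6 months were -0.0028 and -0.00339 (permutation p = 0.853 and 0.785, both 0.853 after adjustment over the pair), smaller than the spread within an age. Each group mean includes the mouse itself. The male CR groups held 4 mice at 6 months and 3 at 24 months, so their distances rest on fewer mice.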

Values the study reported

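The study reported that 2.3% of all genes changed in the hippocampus between middle and old age. For 27% of its age-affected hippocampal genes, the study reported a shift by middle age that was undone by old age. In each region, the study put the share of genes that responded significantly to CR below 0.5%. At 16 and 24 months, the CR-sensitive hippocampal genes were reported to be mostly upregulated.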

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

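The tests of Ttr below were chosen after its values had been seen, whereas the interactions and the regroupings of these lists were set before.

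Ttr, the choroid plexus gene of transthyretin, stood far above the other mice of the group in female 16-month AL replicate 3 (1.97), female 24-month AL replicate 3 (1.45), female 24-month CR replicate 1 (2.02), male 16-month CR replicate 5 (1.54) and male 24-month AL replicate 5 (2.19). Over all 67 mice, 14 had a Ttr Z of 1 or more, among them 7 of 30 adult AL and 2 of 27 adult CR mice (Fisher's exact test, 2-sided p = 0.149). The 1 month class, which this test left out, held 5 such mice among its 10. Of the variance of Ttr over the adult mice 83.5% lay within groups of 1 age, diet and sex, where a value unrelated to the groups has 80.4%, which argues against age, diet or sex as the whole source. A candidate explanation is choroid plexus tissue left on some samples, but 0 of 4 other choroid plexus genes on the filter were among the 5% of probes that followed Ttr most closely, and these genes ranked between percentiles 21.4 and 74.5 from the top. Another is signal that spreads within a class of spots: among mice with a Ttr Z under 1, 8 of the 20 probes that followed Ttr most closely shared its class, between the bounds set for and against, and over all 67 mice 20 of 20 did, where chance gives 0.907. Choroid tissue and spot position cannot be told apart here, since each value lay between those set for and against it. Probes that follow Ttr show a shared signal and not where it arises, so they cannot decide the source of the Ttr values. Within groups the SD of Ttr was 0.748, against a median of 0.166 over the tested probes. The SD of its class of spots alone was not taken. No adult age, diet or sex comparison of Ttr passed (smallest adjusted p = 0.432), and a part set by these factors stays open.

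Among the other named genes and measures, 1 mouse also lay far from the rest of its group. On the leading axis of the low-signal probes, female 16-month AL replicate 4 (2.6) and female 24-month AL replicate 1 (8.24) lay above and female 24-month CR replicate 2 (-5.72) below the others, and male 16-month AL replicate 1 had a larger distance from its group mean (0.215). Values above the rest of the group were seen for Atf7ip (0.59) in male 6-month AL replicate 5, Dock4 (1.27) and Jag1 (1.57) in male 24-month AL replicate 3, Ednrb (0.33) in female 24-month CR replicate 5, Eif4enif1 (1.33) and Fam76a (0.67) in male 16-month CR replicate 3, Ggnbp2 (0.71) and Rimklb (0.53) in male 6-month AL replicate 2, Gm8234 (1.2) in male 6-month AL replicate 4, Hif1a (-3.27) in male 1-month replicate 1, Jag1 (1.51) in male 16-month CR replicate 5, Mpv17 (0.21) and Uchl1 (1.25) in male 16-month AL replicate 1, Psmc3 (0.96) in male 16-month CR replicate 1, Sh3gl1 (1.02) in female 16-month CR replicate 3, Txndc5 (0.72) in female 6-month AL replicate 5, Xrcc1 (1.46) in female 24-month AL replicate 1 and Eif2s3y (-0.98) in female 24-month CR replicate 2.

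Values below the rest of the group were seen for Atp6v0a1 (0.12), Klf6 (1.37) and Txn2 (0.46) in male 24-month AL replicate 2, Coq4 (0.63), Ctnna1 (1.39) and Parp8 (0.65) in female 24-month CR replicate 2, Car2 (0.98) and Epb41l5 (0.29) in male 16-month AL replicate 5, Cdhr5 (1.15) in male 1-month replicate 5, Cyp2s1 (0.51) in female 16-month CR replicate 4, Eif2s3y (-1.31) in male 6-month CR replicate 3, Elovl6 (0.54) in female 16-month AL replicate 4, Fen1 (1.05) in male 6-month CR replicate 4, Fkbp8 (-0.29) in male 6-month AL replicate 2, Gm8234 (-0.19) in female 16-month AL replicate 1, Hacd2 (0.34) in male 16-month CR replicate 1, Hprt (1.87) in male 1-month replicate 1, Hsp90aa1 (0.96) in female 6-month AL replicate 3, Plk4 (1.12) in male 16-month AL replicate 4, Psmb11 (0.18) in male 16-month AL replicate 2, Sh3bgr (0.02) in female 24-month CR replicate 1, Tex19.1 (1) in female 24-month AL replicate 1, Uchl1 (0.86) in female 1-month replicate 3 and Upf2 (0.27) in female 16-month AL replicate 2. In all, 51 of 845 groups tested held such a mouse (6.04%), where chance gives about 1 in 20 groups, and female 24-month CR replicate 2 was such a mouse 5 times.

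The diet difference of the 6 astrocyte genes at 6 months was higher in females than in males (camera, adjusted p = 0.0273; adjusted p = 0.0399 with an estimated correlation), and 1 of 100 regroupings, the real one, gave a camera p as small (0.0013 against 0.0135 for the next). The 24 against 6 month difference of the 8 genes of endothelium and mural cells was lower in CR than in AL mice (adjusted p = 0.0309; adjusted p = 0.347 with an estimated correlation), with 1 of 100 regroupings as small (0.00147 against 0.00276). The regroupings, which used the preset correlation, argue against chance for each list taken alone, but both were among 21 lists in 15 comparisons. The call of the vessel genes was lost with the estimated correlation, with no filter and without any of 14 mice. The astrocyte call was lost with no filter, with probes averaged, with spot position removed and without any of 13 mice (adjusted p up to 0.233).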

How the results depend on the processing

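The alternatives that remove spot position or use the low-signal axes were chosen after the results had been seen, and the others were planned. The counts of 0 calls by limma held in every comparison with no filter, the stricter filter, quantile normalization, median and MAD, the variance trend, spot position removed and the leading axis as a covariate. They did not hold with array weights, which gave 2175 calls for diet at 16 months, 6 at 24 months, 2326 over ages, 1197 for sex and 2122 for diet by sex at 24 months, with only the groups compared in the fit (296 for diet at 16 months) or with 2 low-signal axes (1 for diet over ages, Tex19.1). The methods' t-test, which has no adjustment, gave 283, 163, 81 and 28 calls for 16 against 6, 24 against 16 and 24 against 6 months in AL and in CR mice, 26, 550, 33 and 576 for diet at 6, 16 and 24 months and over ages, 503 for sex and 78 for 6 against 1 month, and 171 for diet at 16 months after adjustment. Gene lists called fell from 4 to 1 with an estimated correlation and 2 with no filter. Adjusted p-values were 0.717 (ribosomal proteins), 0.347 (endothelium) and 0.914 (immature neurons) with an estimated correlation, 0.461 (astrocytes) and 0.185 (endothelium) with no filter, 0.0565 (astrocytes) with probes averaged, 0.156 (ribosomal proteins) and 0.26 (astrocytes) with spot position removed and 0.964 (ribosomal proteins) with the axis covariate. With disjoint equal subsets of the shared mice the share of probes called in opposite directions was 0.731% and the r of the reversal 0.411, and with no filter that r was -0.0653. The missing adjustment did not account for all calls of the methods' t-test, as 171 remained for diet at 16 months. With only the groups compared in the fit limma called 296 there against 0, so the mice included in the fit also mattered for diet at 16 months. No other cause of these changes was tested.

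With single mice left out, calls ranged from 0 to 1104 for diet at 16 months, 0 to 232 for sex, 0 to 557 for diet by sex at 24 months and were 0 in the other comparisons. Gene lists called ranged from 1 to 5, and their adjusted p-values from 0.00207 to 0.0932 (ribosomal proteins), 0.0132 to 0.233 (astrocytes), 0.00506 to 0.701 (endothelium) and 0.00159 to 0.224 (immature neurons). The share called in opposite directions ranged from 5.32% to 15.6%, the r of AL against CR from -0.0731 to 0.434, that of the reversal from -0.045 to 0.345, the differences in spread from -0.0119 to 0.00683 (24 against 6 months) and -0.0081 to 0.00623 (16 against 6 months), and PCR genes past the list alone from 0 to 3. Signs turned for the r of AL against CR without female 24-month CR replicate 2 (-0.0731) or male 6-month CR replicate 3 (-0.0359), for the reversal without male 24-month CR replicate 1 (-0.0356) or female 24-month AL replicate 2 (-0.045), and for the spread, with 0.000124, 0.000514, 0.00683, 0.000733, 0.00102, 0.0024, 0.00213 and 0.000314 at 24 and 0.00623 at 16 months. With CR at 24 months, Nlk by the PCR list ranged from -0.071 to 0.0148 and Hif1a by the PCR list (diet CR v AL at 24 months) from -0.0434 to 0.0378, and the sign turned for Nlk with 0.004 and 0.0148 and for Hif1a with -0.0359, -0.018, -0.0217, -0.0434, -0.0209, -0.0055, -0.00542 and -0.00592. None of these signs had passed a test. The test of the reversal set its r against the average of reassigned mice (-0.476) and not against 0. The r values of the reversal that turned still lay above that average but did not pass (permutation p = 0.07 for each).

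The array set used as the replicate block changed no call: limma called 0 probes and 4 lists, with adjusted p-values of 0.0103 (ribosomal proteins), 0.0417 (astrocytes), 0.0384 (endothelium) and 0.0304 (immature neurons). Deviations of mice in the same set correlated with a mean r of 0.0791, against -0.0391 for different sets, with 160 of 298 pairs over 0.1 and the lowest at -0.796. Mice of a set were thus somewhat more alike on average, but not every pair was over 0.1, so the sets were not used to pair mice. Scaling by median and MAD moved the unadjusted split of higher and lower probes from 62 and 97 to 88 and 76 for 24 against 16 months, from 13 and 4 to 17 and 2 for 24 against 6 months in CR mice, from 9 and 16 to 6 and 24 for diet at 6 months, from 8 and 4 to 8 and 9 at 24 months, from 43 and 47 to 33 and 59 for 6 against 1 month and from 17 and 10 to 15 and 14 for the youngest mice. Quantile normalization moved it to 12 and 9 for 24 against 6 months in CR mice, to 8 and 7 from 9 and 5 for age by diet, and to 1 and 1 from 0 and 2 for diet by sex at 16 months. The majority of higher or lower probes turned in further cases, given as higher and lower probes: with array weights for 16 against 6 (241 and 209) and 24 against 16 months (144 and 97), 24 against 6 months in AL mice (120 and slightly more), diet at 6 months (177 and 162), sex (894 and 831) and diet by sex at 6 (24 and 30) and 24 months (1181 and 1244 from 681 and 414); with spot position removed for 24 against 16 months (98 and 81), 24 against 6 months in CR mice (27 and 39), diet at 6 months (34 and 23), sex (393 and 358) and diet by sex at 6 months (8 and 16 from 4 and 3); with the axis covariate for sex (475 and 373) and 6 against 1 month (130 and 79); with 2 axes for 24 against 16 months (43 and 41), diet at 24 months (30 and 37), sex (129 and 98) and age by diet (29 and 34); with no filter for diet by sex at 16 months (15 and 11) and 6 against 1 month (161 and 106); for 6 against 1 month with quantile normalization (49 and 39), the variance trend (48 and 46) and only the older 1-month mice (29 and 12); for diet at 24 months with only the groups compared (4 and 5); and for the youngest mice with the block (29 and 31). Ties were seen with no filter for sex (677 and 677) and with the axis covariate for the youngest mice (17 and 17). Without the mouse of title number 27, male 24-month AL replicate 2, unadjusted counts were 94, 193 and 58 for 24 against 16 months, 24 against 6 months and diet at 24 months, and with females only the last was 1026. Over all settings, named genes kept their direction and side of the threshold 5763 times and newly passed 249 times.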

Other observations

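Of the tests below, those of spot position, of the shared axis and of a shared diet effect at 16 months, of the 16-month mice shared by both intervals, and the regroupings for diet at 16 months, for sex and for probes called in opposite directions were chosen after the result was seen, and the regressed axis for the latter probes and the other regroupings before.

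Genes of the glucocorticoid and fasting response, which follow stress hormone levels in many tissues, lay lower in CR mice at 16 months for 6 of 6 members (median -0.115, camera, adjusted p = 0.483). Hif3a differed by -0.183 ± 0.0898 (SE, n = 10 and 10), Mt1 by -0.134 ± 0.0891, Gadd45g by -0.124 ± 0.0702 and Nfkbia by -0.107 ± 0.0549, and none passed over the list alone. At 6 months the 7 neuronal markers lay higher in CR mice (adjusted p = 0.632), with 0.0657 ± 0.0555 for Uchl1 and 0.041 ± 0.0561 for Stmn3. Between the sexes, the 24 against 6 month difference of ribosomal proteins in AL mice was higher in females for 18 of 21 members (adjusted p = 0.356).

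The 9.31% of age-affected probes called in opposite directions were not tested for a return to the 6-month level, so this share is another quantity than that quoted from the study above. The shares of all probes called by the methods' t-test for diet were 0.308% at 6, 6.51% at 16 and 0.391% at 24 months and 6.82% over the 3 ages. The shares at 16 months and over the 3 ages are higher than the value quoted from the study above, and the analysis of variance of the study was not applied here. These shares refer to the probes of filter A, whereas the study measured more genes. The study also described the hippocampus as much more sensitive to CR in middle-aged than in young or old mice. Among the single ages the share here was highest at 16 months.

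The diet differences at 16 months went with the class of spots on the filter, which took 41% of their variance among low-signal probes against at most 0.921% for shuffled spot numbers. With position removed 916 probes were left at an unadjusted p under 0.05, and 3 of 100 regroupings of the same values gave as many (highest other 1143), which argues against spot position, as sorted here, as the whole source. With the leading low-signal axis as a covariate 80 were left, and the median size of a difference went from 0.14 to 0.0409 while the median SE went from 0.0735 to 0.0591, so an array-wide shift may account for most of the differences. The covariate would also remove a diet effect that acts on many transcripts at once, which stays open. The differences at 16 and 24 months correlated with r = 0.65 across probes and those at 16 and 6 months with r = -0.0543, but regrouped mice reached 0.899 for the former (one-sided permutation p = 0.19), so a shared diet effect and a shared axis cannot be told apart.

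The probes called in opposite directions may owe their number to the 16-month mice shared by both intervals. With disjoint equal subsets of these mice the share went from 9.31% to a median of 0.731% (at most 3.03%), although each subset also holds fewer mice. Of 100 regroupings of the AL mice among the ages, 15 gave as many as 38 such probes and the highest gave 383, so chance could not be excluded. With the leading low-signal axis regressed out, 2 were left. An effect of middle age itself stays open as untested.

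Regroupings of the mice show how large a count at an unadjusted p under 0.05 can be by chance. For diet at 16 months 2 of 100 gave as many as the real 1642 (highest other 1734), for sex 3 as many as 836 (1031) and for diet by sex at 24 months 4 as many as 1095 (2509). This argues against chance for each taken alone without excluding it, as some regroupings exceeded each real count. Over 16 comparisons such counts lie within reach of chance. These regroupings were made without the leading low-signal axis, which as a covariate left 80 probes for diet at 16 months, 475 higher and 373 lower for sex, and 105 higher and 36 lower for diet by sex at 24 months, where chance gives 202 in all. They also do not separate diet by sex at 24 months from age, as the 3 CR males of that class were younger (673 days). Chance could not be excluded for diet over ages (5 as many as 663, highest other 1466), 16 against 6 months (12, 468 and 1267), 24 against 16 months (36, 159 and 912), 24 against 6 months in AL (56, 120 and 1508) and CR mice (93, 17 and 710), diet at 6 (86, 25 and 1088) and 24 months (98, 12 and 2160), diet by sex at 6 (98, 7 and 1448) and 16 months (100, 2 and 2102), age by diet (93, 14 and 1678), age by sex (33, 242 and 2361), 6 against 1 month (46, 90 and 1818) and the youngest mice (87, 27 and 1508). Several regroupings gave many times the real count, which points to a structure of the samples other than their groups.

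With array weights, 1 of 100 regroupings gave as many calls as the real 2175 for diet at 16 months (highest other 1551) and 2 as many as 2326 over ages (2581), while chance could not be excluded for sex (14, 1197 and 2930) and for diet by sex at 24 months (6, 2122 and 2743). For the ribosomal proteins from 16 to 24 months, 3 of 100 regroupings gave a camera p as small as 0.000413 (smallest other 1.31e-05), and for immature neurons from 1 to 6 months 4 gave one as small as 0.00128 (smallest other 0.000191). At the preset correlation this argues against chance for each list alone without excluding it, and not over all lists tested. Both calls were lost with an estimated correlation (adjusted p = 0.717 and 0.914).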
